A study of Mus musculus with 12 samples. Its data were reported in "Genomic modules and intramodular network concordance in susceptible and resilient male mice across models of stress" (2021).

How the data were processed

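RNA-seq was analysed from the ventral hippocampus of male mice on a C57BL/6 background. WT mice and mice with 1 wild-type and 1 Met-coding copy of the brain-derived neurotrophic factor gene (BDNF het-Met) received corticosterone (CORT), the main glucocorticoid stress hormone of rodents, or vehicle (VEH). CORT was given by mouth for 6 weeks at 25 mg/l in 1% ethanol, from 2 months of age, and VEH was 1% ethanol alone. Per the labels there were 12 libraries in 4 groups of 3 (WT VEH, WT CORT, BDNF het-Met VEH and BDNF het-Met CORT), and the RNA of each library was pooled from 2 animals. Stranded libraries were sequenced as 75-bp single-end reads, with 35 to 40 M reads planned per library. The values used here are fitted ones, so the number of reads actually counted per library is unknown and no depth per library is given.

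The authors discarded low-quality reads, aligned the rest with STAR to mouse genome build GRCm38 with Ensembl gene annotation, counted reads per gene with featureCounts, and fitted limma-voom, a linear model on log2 CPM with a weight per observation. Tool versions, the filter on weakly expressed genes, the normalization factors, the use of strand and the treatment of reads that map to several genes are not given in the sources used here. The 2 tables analysed here hold the same 17564 genes, 1 table per genotype. Their deposited log2 values are the mean expression over libraries (log2 CPM), the log2 fold change between VEH and CORT, and its standard error. Their deposited p-values are the uncorrected p of each comparison, its Benjamini-Hochberg adjustment and the p of a joint F test. The deposited scores are the moderated t of each comparison and the joint F. All of these values were made by the authors, and no library has a value of its own in them.

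The content of each column was checked against the others. The uncorrected p equalled the tail of the moderated t at the listed 10.91 total degrees of freedom, the adjusted p equalled a fresh Benjamini-Hochberg adjustment, and the joint p equalled the tail of an F over 3 contrasts. Mean expression and F were identical in both tables, so both comparisons came from 1 joint fit of all groups. The listed residual degrees of freedom were 7, whereas 12 libraries in 4 groups leave 8. The listed fold change is VEH minus CORT. The sign was turned so that a positive log2 fold change means higher under CORT, and the direction rests on the names of the comparisons and on genes whose direction the text of the study gives, of which a few disagree (under the other observations). The standard error printed here is the log2 fold change divided by the moderated t.

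A differentially expressed gene (DEG) had an uncorrected p below 0.05 and a fold change above 1.3, the rule of the study, which does not correct for the number of genes tested. The number of DEGs that unchanged genes would give was computed from each gene's standard error. DEG lists of the 2 genotypes were compared with the overlap that chance gives and with Fisher's exact test (two-sided), and log2 fold changes were correlated across genes. A difference of the CORT effect between genotypes was tested per gene as the difference of both log2 fold changes over the root of their summed squared standard errors, at the total degrees of freedom of the limma fit, with Benjamini-Hochberg adjustment over all genes. Since F spans 3 contrasts, 3 times F minus the squared t of both CORT comparisons leaves a remainder for the contrast between genotypes, called the genotype statistic here. It has no sign and no p of its own. The remainder lay below 0 for 610 genes, by at most 0.118, so the subtraction was close but not exact.

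The median CORT effect of 4 fixed gene lists and 12 tissue or cell marker lists was placed among 10000 random lists of the same size, matched on mean expression in 20 bins. A list was called apart when its median fell outside the central 95% of the random lists. Genes of a list can vary together between libraries, so a percentile describes these tables and is not a test across animals. The lists of hub genes came from the text of the study, which chose them on data that include these libraries, and some members of the other lists (Plin4, Etnppl and Gh) had been seen in its supplement. Rora and Tnnt1 belong both to the yellow hub genes and to the thalamus list. A second list of 16 choroid plexus genes was written later, before its values were seen.

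Gene coordinates, biotypes, lengths and GC content came from GENCODE M21 on GRCm38, the build of the authors, by Ensembl identifier. Of the 17564 identifiers 17551 matched and 13 did not, and coordinates count from 1. Transcripts were compared with blastn for matches to other genes of at least 75 bases, at 98% identity for the named genes and 95% for matches to chromosome 2. Named genes were fixed by a rule: per genotype the 5 DEGs with the largest rise and the 5 with the largest fall, and the 5 genes of smallest p where none passed an adjusted p of 0.05. The rule also took the 5 genes of smallest p for the difference between genotypes, the 5 shared DEGs with the largest mean change, the genes Bdnf, Nr3c1, Nr3c2, Crh, Fkbp5, Sgk1 and Tsc22d3, and the 16 hub genes. Some genes that the rule takes are not reported here. A gene named outside this rule is said to have been chosen after its values were seen. Groups, tests, gene lists, the rule and most alternatives were set before the data were examined.

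The calculations were tested on simulated counts for 17564 genes in 4 groups of 3 libraries with 1 WT CORT library left out, fitted with limma. The difference between genotypes was recovered for 188 of 200 changed genes (94%) with 12 false calls. Among unchanged genes 4.84% had p below 0.05 for this difference, and 177 of the 200 genes of highest genotype statistic had been given a genotype effect. Each changed gene was given a change of 1 log2 unit, and none was weakly expressed. The shares recovered therefore do not describe smaller changes or weakly expressed genes.

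Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, R 4.3.3 with limma 3.58.1, and blastn 2.17.0. Alternatives were other fold change minimums and p thresholds, other corrections, tables without weakly expressed or predicted genes, other measures of correlation, other list statistics, ordinary in place of moderated standard errors, and fold changes centred by expression quintile. Another normalization, another count filter, a replicate block and leaving out single libraries need values per library and were not run here.

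Several steps before the tables can move these values. Pooling 2 animals per library averages differences between animals. Moderation pulls each gene's spread towards that of the other genes. Reads shared between near-identical genes or overlapping genes may be lost or split, which makes the values of such genes uncertain.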

Results

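The data describe gene expression in the ventral hippocampus of male mice after 6 weeks of oral CORT or VEH, in WT and in BDNF het-Met mice. There were 3 libraries per group and 12 in all, each from the pooled RNA of 2 animals. Mean expression in the authors' deposited tables ran from -2.42 to 13.82 log2 CPM over 17564 genes, with a median of 3.87. The median standard error of the CORT log2 fold change was 0.10 in WT and 0.09 in BDNF het-Met mice. The 7 residual degrees of freedom listed, where 8 would be left by 12 libraries, leave open whether each library was in the fit. Values per library were not analysed here, so each error below is the model's standard error.

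The first question was which genes CORT changed in each genotype. By the rule of p below 0.05 and a fold change above 1.3, WT mice had 220 DEGs, of which 102 were higher and 118 lower under CORT than under VEH. BDNF het-Met mice had 569 DEGs, 127 higher and 442 lower. If CORT had changed no gene, the standard errors alone would give about 330 DEGs in WT and 290 in BDNF het-Met mice. The WT number therefore lay below, and the BDNF het-Met number above, that of unchanged genes. The counts depend on the thresholds, with 53 in WT and 209 in BDNF het-Met mice with p below 0.01. So does the balance of directions: without a fold change minimum 396 of 672 DEGs in WT were higher and 276 lower, and 1151 of 2317 in BDNF het-Met mice were higher and 1166 lower. After centring by expression quintile, an alternative chosen after seeing the data, 93 of 224 DEGs in WT and 340 of 535 in BDNF het-Met mice were lower under CORT.

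No gene passed a Benjamini-Hochberg adjusted p of 0.05 with limma in either genotype. The smallest adjusted p was 0.999 in WT and 0.143 in BDNF het-Met mice. An uncorrected p below 0.05 was found for 672 genes in WT (3.83%) and 2317 in BDNF het-Met mice (13.2%), where 878.2 (5%) would be found among unchanged genes. From the share of p above 0.5, 75.9% of genes were estimated to be unchanged in BDNF het-Met mice and 100% in WT mice. The WT estimate was 101.7% before it was capped at 100%, so it does not show that CORT changed no gene in WT mice. DEGs were weakly expressed, and 86.4% of those in WT and 77.3% of those in BDNF het-Met mice lay in the lowest 2 quintiles of expression.

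**Figure D1:**
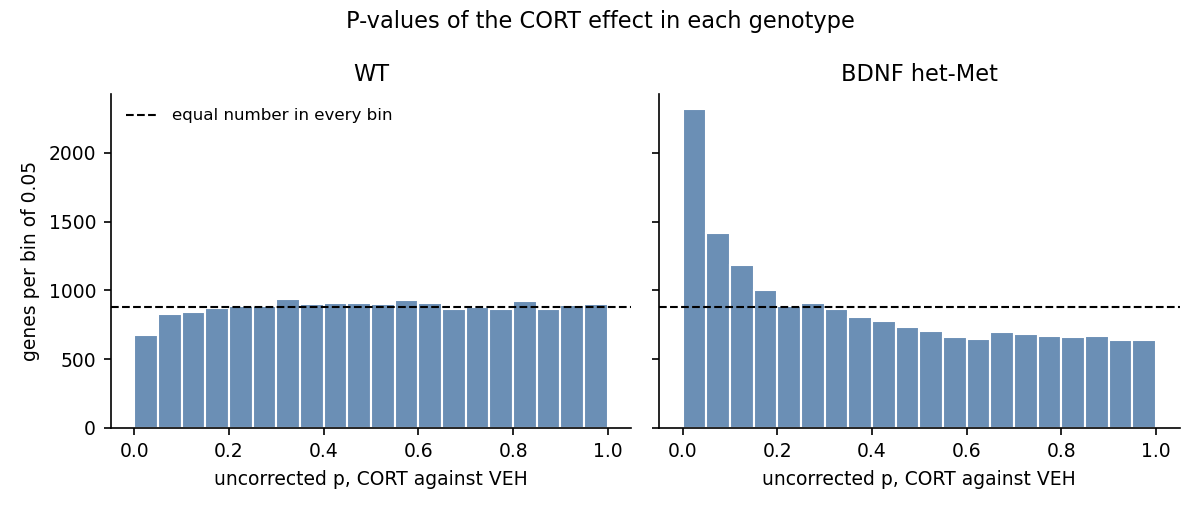
Number of genes (vertical axis) by uncorrected p for CORT against VEH (horizontal axis, bins of 0.05) in WT and BDNF het-Met mice, with a dashed line at the number per bin that a flat distribution gives. The first bin holds 672 genes in WT, under the line at 878.2, and 2317 genes in BDNF het-Met mice.

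In WT mice the largest rises among the DEGs in the authors' deposited table were those of Rtp1, Etnppl, Scn10a, Plin4 and the pseudogene Gm13315. Rtp1 (GRCm38 chromosome 16, 23429133 to 23433960, protein coding) rose by a log2 fold change of 1.76 with a standard error of 0.40 in the authors' deposited table (uncorrected p 0.00114 by limma). Etnppl (chromosome 3, 130617448 to 130637521, protein coding) rose by 1.68 with a standard error of 0.31 in the authors' deposited table (uncorrected p 2.24e-04 by limma). The largest falls were those of Xlr3a (-1.46), Fam227b (-1.43), Wfdc18 (-1.27), 9630013A20Rik (-1.25) and Krt80 (-1.19) in the authors' deposited table. With ordinary standard errors the p of Gm13315 (0.0832), Xlr3a (0.0979) and Fam227b (0.0702) was above 0.05. Mean expression of the 5 genes that fell was 0.44 log2 CPM or lower in the authors' deposited table. Xlr3a shares 1582 bases at 98.5% identity with Xlr3c, so its reads may not be its own. The 5 genes of smallest p in WT were Cyp4f15, Etnppl, Slc25a34, Itih3 and Prodh, and all 5 were higher under CORT. Cyp4f15 (chromosome 17, 32685627 to 32703352, protein coding) had a log2 fold change of 0.72, a standard error of 0.12 and an adjusted p of 0.999 by limma in the authors' deposited table.

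In BDNF het-Met mice the largest rises in the authors' deposited table were those of Gh (2.94), Rtp1 (2.09), Ccl28 (1.88), Plin4 (1.70) and Etnppl (1.66). Gh (chromosome 11, 106300271 to 106301865, protein coding) had a standard error of 1.27 and a mean expression of -2.21 log2 CPM in the authors' deposited table. Among the largest falls were those of Capn11 (-2.28), Klk6 (-2.21), Cd209a (-2.14) and Igkc (-1.90) in the authors' deposited table. Mean expression of these 4 genes was 0.27 log2 CPM or lower in the authors' deposited table. With ordinary standard errors the p of Gh (0.103), Ccl28 (0.0701), Capn11 (0.0780) and Igkc (0.0960) was above 0.05. Among the genes of smallest p, those named here were more strongly expressed. Mfsd2a (chromosome 4, 122946850 to 122961188, protein coding) rose by 0.49 with a standard error of 0.07 in the authors' deposited table. Timp4 (chromosome 6, 115241892 to 115252205, protein coding) rose by 0.30 with a standard error of 0.05 in the authors' deposited table. Aqp4 (chromosome 18, 15389496 to 15410982, protein coding) changed by -0.79 with a standard error of 0.12, and Fabp7 (chromosome 10, 57784881 to 57788450, protein coding) by -1.04 with a standard error of 0.15, in the authors' deposited table. The adjusted p of each of these 4 genes was 0.143 by limma in the authors' deposited table.

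A second question was how far the 2 genotypes shared their response. There were 60 DEGs common to both genotypes, 18 higher and 42 lower under CORT, and all 60 changed in the same direction. Chance would give 7.13 common DEGs, and the overlap had an odds ratio of 12.4 (two-sided Fisher's exact test across genes, which are not independent, p 1.03e-38). Both values treat all genes as equally likely DEGs. Since DEGs of both genotypes lay mostly in the lowest 2 quintiles of expression, the chance value is too low and the enrichment overstated. At a fold change minimum of 1.5 there were 26 common DEGs, and without a minimum 267. No library belonged to both comparisons, so there was no shared control. Both comparisons do share the residual spread of each gene in the joint fit, so more DEGs can coincide than the chance value without a shared response. The shared spread does not set the direction of a change. The largest mean changes among common DEGs were rises of Rtp1, Etnppl and Plin4 and falls of 9630013A20Rik and Ccl9. Plin4 (chromosome 17, 56100591 to 56109803, protein coding) rose by 1.52 in WT and 1.70 in BDNF het-Met mice, with standard errors of 0.40 and 0.30, in the authors' deposited table. Ccl9 (chromosome 11, 83572919 to 83578636, protein coding) changed by -1.0 in WT and -1.36 in BDNF het-Met mice, with standard errors of 0.42 and 0.37, in the authors' deposited table. With its ordinary standard error Ccl9 had a p of 0.0780 in WT mice.

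Among BDNF het-Met DEGs 465 (81.7%) had the same direction in WT mice, and among WT DEGs 175 (79.5%) had the same direction in BDNF het-Met mice. Over all genes the share was 62.5%. Across genes the CORT log2 fold changes of both genotypes had a Pearson's r of 0.298 and a Spearman's rho of 0.328, where genes are not independent replicates. The correlation was 0.585 in the quintile of genes of highest expression and 0.189 in the lowest.

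**Figure D2:**
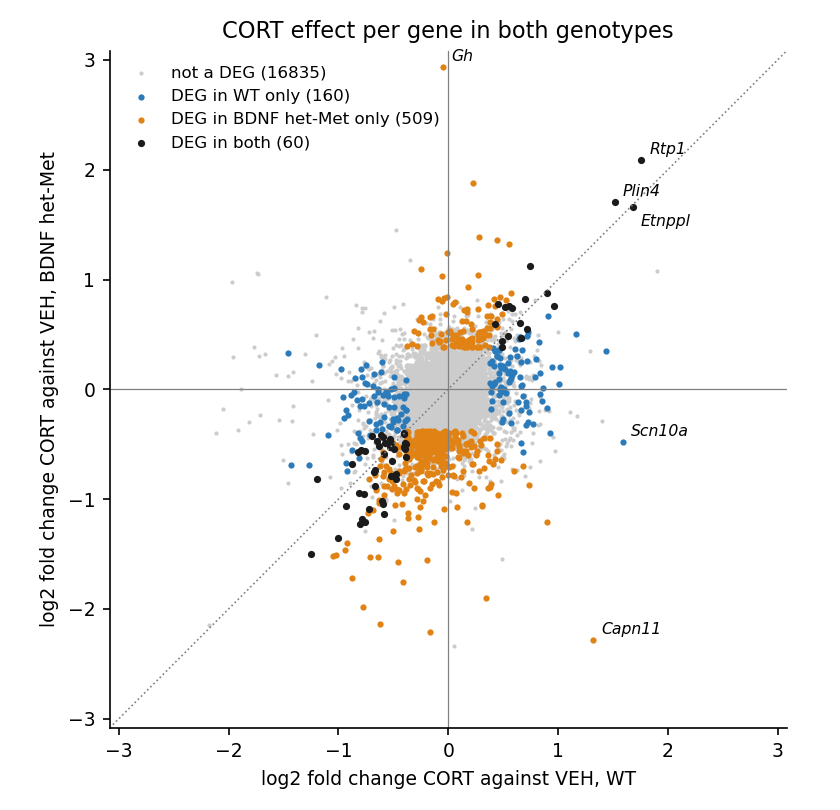
Log2 fold change of CORT against VEH per gene in WT (horizontal axis) and BDNF het-Met mice (vertical axis), with DEGs of WT, of BDNF het-Met and of both marked by colour and equal changes on the dotted line. The 60 DEGs of both genotypes lie in the lower left and upper right, and Gh, Scn10a and Capn11 lie away from the line.

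Whether CORT acted differently in the 2 genotypes was then tested gene by gene. No gene passed an adjusted p of 0.05 for this difference with the limma standard errors, and the smallest adjusted p was 0.9999. An uncorrected p below 0.05 was found for 424 genes (2.41%), fewer than the 878.2 of unchanged genes. Among the 669 DEGs of 1 genotype alone, 121 had an uncorrected p below 0.05 for the difference, so most were not shown to respond differently. The 5 smallest p belonged to Vstm2l, Alg1, Scn10a, Gm15425 and mt-Atp6. Vstm2l (chromosome 2, 157914653 to 157944719, protein coding) had log2 fold changes of 0.25 in WT and -0.28 in BDNF het-Met mice, with standard errors of 0.07 and 0.06, in the authors' deposited table. The uncorrected p of its difference was 2.04e-04.

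Expression of Bdnf itself (chromosome 2, 109674700 to 109727007, protein coding) changed by -0.03 with a standard error of 0.09 in WT mice in the authors' deposited table. In BDNF het-Met mice it rose by 0.33 with a standard error of 0.08 (uncorrected p 0.00147, adjusted p 0.254 by limma) in the authors' deposited table. The difference had an uncorrected p of 0.0102 and did not pass the adjustment. A transcript of Bdnf shares 502 bases at 99.8% identity with the transcript of another gene, Gm45346. Fkbp5 (chromosome 17, 28399094 to 28517527, protein coding) rose by 0.21 with a standard error of 0.09 in WT mice and by 0.43 with a standard error of 0.08 in BDNF het-Met mice in the authors' deposited table. Its rise in WT mice had an uncorrected p of 0.0343 by limma and did not stay below 0.05 with the ordinary standard error (0.0700). Tsc22d3 changed by -0.26 in WT and -0.07 in BDNF het-Met mice, with standard errors of 0.11 and 0.10, in the authors' deposited table. The p of Tsc22d3 in WT mice was 0.0415 by limma and 0.0888 with the ordinary standard error. Nr3c1, Nr3c2, Crh and Sgk1 moved by less than 1.5 standard errors in both genotypes in the authors' deposited table.

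Over these 7 genes and the 16 hub genes, 5 had an uncorrected p below 0.05 in WT mice and 13 in BDNF het-Met mice. Adjusted over the list alone, 1 of the 23 passed in WT and 11 in BDNF het-Met mice, against 0 in either genotype when adjusted over all genes. For the hub genes none of these counts is independent evidence, since the study chose them on data that include these libraries. None of the 23 passed for the difference between genotypes when adjusted over the list alone, and the smallest p was 0.234.

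The same limit holds for the counts and medians of the cyan and yellow hub genes. All 8 cyan hub genes were higher under CORT in both genotypes. Their median log2 fold change was 0.30 in WT and 0.34 in BDNF het-Met mice, above the central 95% of matched random lists in both. Spink8 (chromosome 9, 109812280 to 109826633, protein coding) rose by 0.58 in WT and 0.74 in BDNF het-Met mice, with standard errors of 0.14 and 0.13, in the authors' deposited table. Of the 8 yellow hub genes 7 were lower in WT and 8 in BDNF het-Met mice, with medians of -0.25 and -0.22, below the central 95% in both. Adjusted over the list alone, 3 cyan genes passed in WT and 8 in BDNF het-Met mice, and 0 and 3 yellow genes, against 0 over all genes by limma. At an uncorrected p below 0.05 there were 3 and 8 cyan and 0 and 3 yellow genes. Among them Tnnt1 changed by -0.48 in WT and -0.81 in BDNF het-Met mice, with standard errors of 0.34 and 0.29, in the authors' deposited table. Chn2 changed by -0.34 and -0.61, with standard errors of 0.16 and 0.14, in the authors' deposited table.

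The list of 25 glucocorticoid-responsive genes had a median of 0.07 in WT and 0.13 in BDNF het-Met mice, above the central 95% in both. Only 13 of its genes were higher in WT and 18 in BDNF het-Met mice. With the t statistic in place of the log2 fold change, its WT percentile was 78.1, within the random range. Adjusted over the list alone, 5 of its genes passed in WT and 9 in BDNF het-Met mice, against 0 over all genes. The 12 activity-regulated genes had a median of 0.10 in WT, above the central 95%, and -0.08 in BDNF het-Met mice, at the 7.04th percentile and within the random range. Adjusted over the list alone, none of these 12 genes passed in either genotype.

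Tissue and cell markers were compared in the same way. The 10 choroid plexus genes had a median of -1.48 in WT mice, with all 10 lower under CORT, and of 0.17 in BDNF het-Met mice, with 7 higher. Their median standard error was 1.54 in WT and 1.39 in BDNF het-Met mice, and genes of 1 tissue can vary together between libraries, so the error of the medians is not known. The 5 blood genes were higher under CORT in both genotypes, with medians of 0.58 and 0.64. Microglia genes had medians of -0.22 in WT and -0.43 in BDNF het-Met mice, and all 8 were lower in both. Astrocyte genes had medians of -0.05 and -0.25, with 5 of 7 lower in WT and 6 of 7 in BDNF het-Met mice. Oligodendrocyte genes had medians of -0.06 and -0.32, with 5 of 8 and 6 of 8 lower. All of these medians fell outside the central 95% of matched random lists. The random lists were not matched on standard error. The median standard errors of these lists lay at the 99.3rd percentile of the random lists or above, so wide errors alone can move a median out of the range. With t statistics the choroid plexus list in BDNF het-Met mice (percentile 69.6) and the WT oligodendrocyte list (7.74) were within the range, and the others stayed outside. For the WT oligodendrocyte list the mean was of the other sign (0.0011), and its percentile of 20.3 was within the range.

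Thalamus genes had medians of -0.14 in both genotypes, and striatum genes of 0.05 in WT and -0.34 in BDNF het-Met mice. Dentate granule cell genes had medians of 0.10 and 0.25, CA1 and CA3 pyramidal cell genes of -0.15 and -0.01, endothelial genes of 0.01 and 0.08, and interneuron genes of 0.03 and 0.01. Of these, both thalamus and both dentate granule cell medians, the striatum median in BDNF het-Met mice and the pyramidal cell median in WT mice lay outside the random range. The median standard errors of these lists were also high, at the 99.95th percentile of the random lists or above. The thalamus list shares Rora and Tnnt1 with the yellow hub genes, so its medians are not independent of the choice of those genes by the study. Of the pituitary list only Gh and Pomc were in the tables, with medians of 0.39 and 1.31, the second outside the range. The second median lies between genes that went opposite ways, Gh (2.94) and Pomc (-0.31, named after its values were seen), in the authors' deposited table. Adjusted over the list alone, 2 astrocyte genes passed in WT mice, and 5 astrocyte and 4 microglia genes in BDNF het-Met mice, with none in the other tissue lists. The 2 in WT went opposite ways, Aqp4 by -0.52 and Aldh1l1 by 0.25, in the authors' deposited table. Aldh1l1, named after its values were seen, also rose in BDNF het-Met mice, by 0.19 in the authors' deposited table, while the other 4 astrocyte genes that passed were lower. Adjusted over all genes, none of the tissue marker genes passed by limma.

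**Figure D3:**
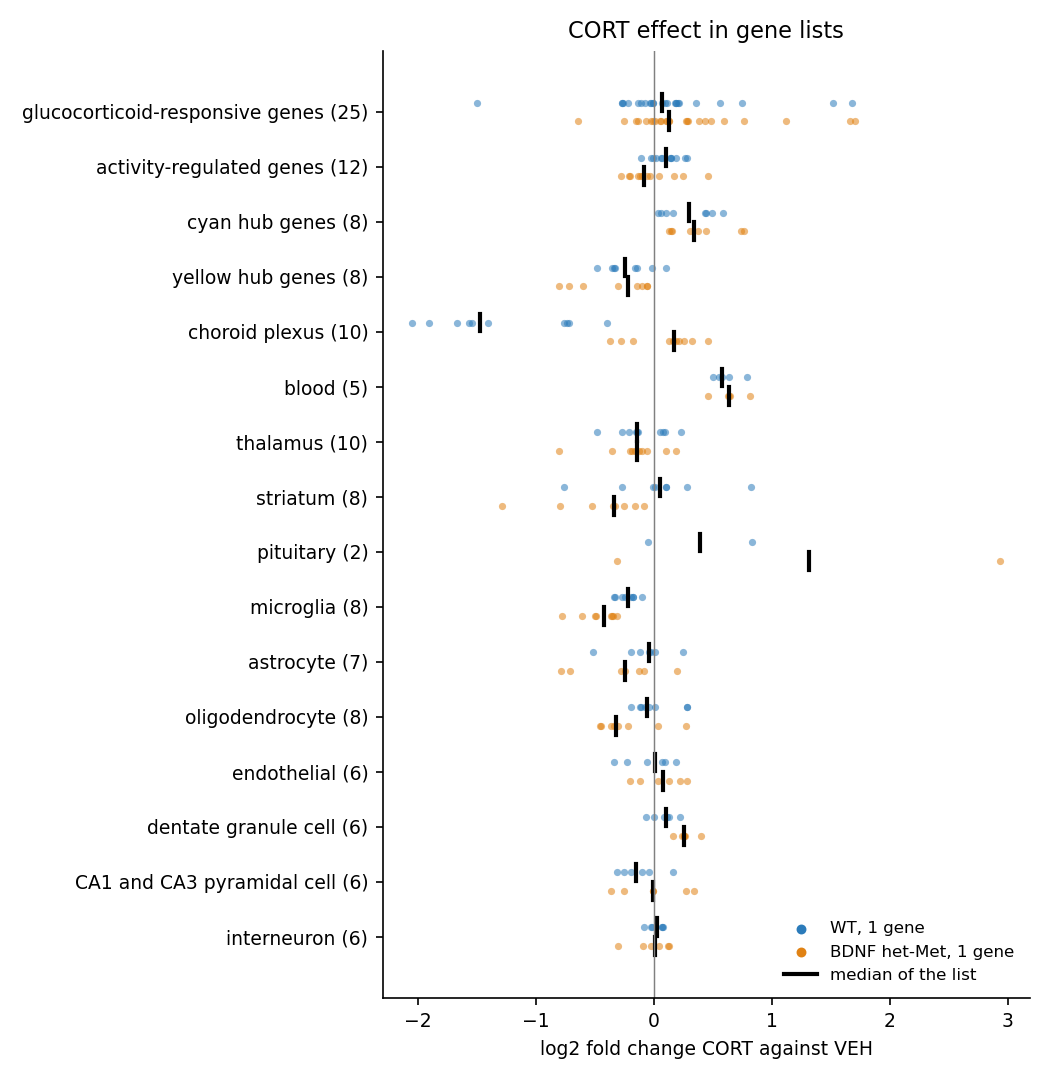
Log2 fold change of CORT against VEH (horizontal axis) for each gene of 16 lists (rows, number of genes in the tables in brackets) in WT and BDNF het-Met mice, with the list median as a black bar. The choroid plexus genes spread to the left in WT mice around a median of -1.48, while the 5 blood genes lie to the right in both genotypes.

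The last comparison was between genotypes, through the genotype statistic left by the joint F. Of the 50 genes of highest genotype statistic, 22 (44%) lay on chromosome 2, which holds 7.65% of the genes and would by chance hold 3.83 of the 50. No other chromosome held more than 3. These 22 genes lay between 104657288 and 132253314 on chromosome 2, a stretch of 27.6 Mb that includes Bdnf. The 258 genes of the stretch had a median statistic of 1.06, against 0.381 for the other 1085 genes of chromosome 2 and 0.428 for the other autosomes. Limited to the middle quintile of expression, 10 of the 50 highest genes lay on chromosome 2. The joint F passed an adjusted p of 0.05 for 2 genes, the pseudogenes Gm3650 on chromosome 18 and Gm18234 on chromosome 16, named after their values were seen. Both were very weakly expressed, with means of -2.42 log2 CPM, the lowest of all genes, and -2.16 log2 CPM in the authors' deposited table. The joint F had an uncorrected p below 0.05 for 1305 genes (7.43%) by limma. Bdnf had a statistic of 2.07. The statistic has no sign, so it does not say in which genotype a gene was higher.

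**Figure D4:**
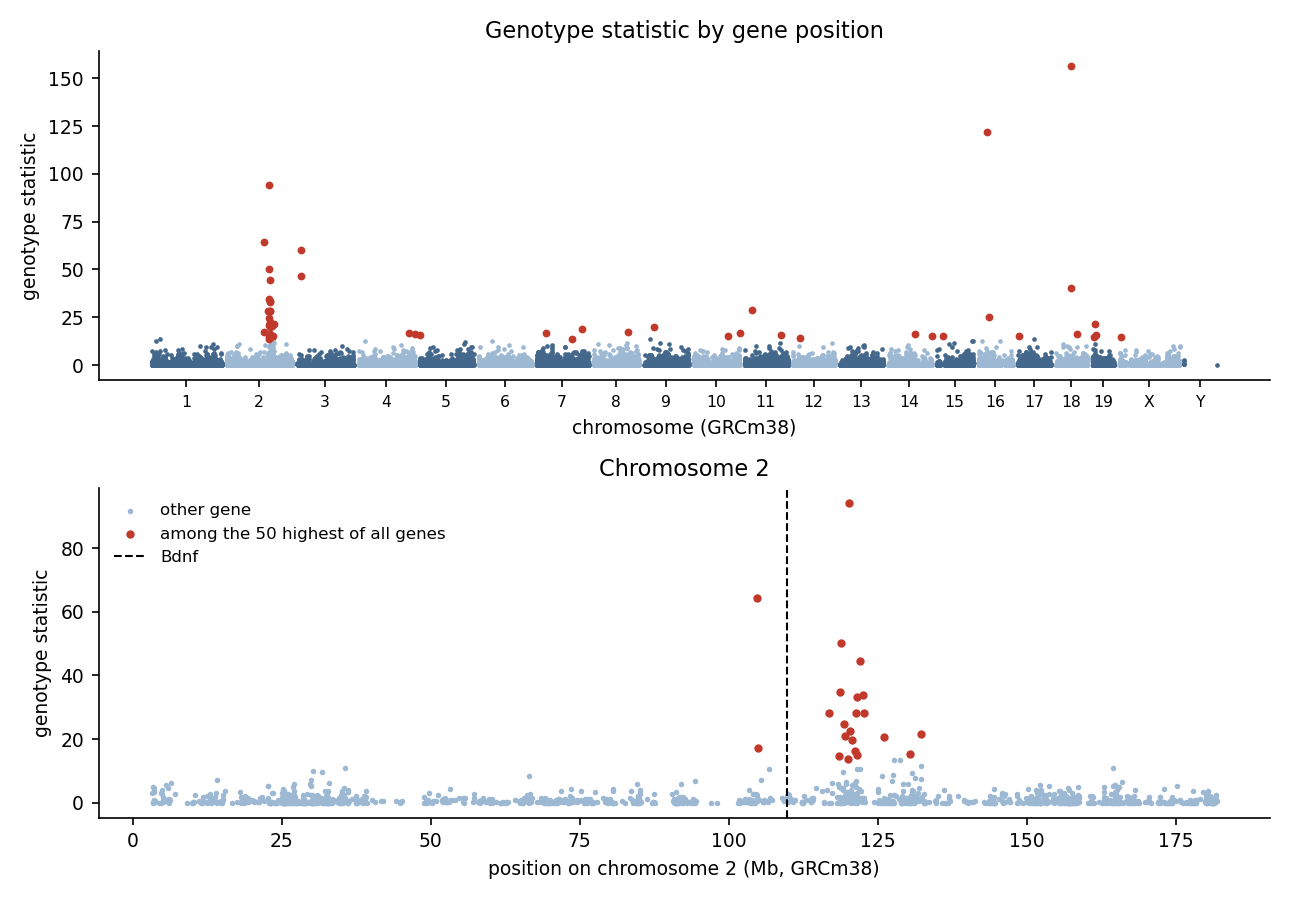
Genotype statistic per gene (vertical axis, no unit) by position along the genome (upper panel) and along chromosome 2 in Mb (lower panel), with the 50 highest genes in red and the position of Bdnf as a dashed line. On chromosome 2 the 22 red points lie between 104657288 and 132253314, on both sides of Bdnf.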

Values the study reported

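The study reported 220 DEGs after CORT in WT mice and 569 in BDNF het-Met mice. It counted 62 DEGs shared by both genotypes.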

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

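All tests in this part other than the comparison of CORT effects between genotypes were chosen after the result was seen, except that of the mitochondrial genes as a unit.

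For 8 of the named genes the CORT effect differed between genotypes at an uncorrected p below 0.05, and none passed the adjustment over all genes. As BDNF het-Met minus WT, the log2 difference was -0.53 for Vstm2l, 0.68 for Alg1, -2.07 for Scn10a, 0.77 for Gm15425, 0.79 for mt-Atp6, -3.60 for Capn11, 0.37 for Bdnf and 0.17 for Timp4. The first 5 were chosen for having the smallest p, so their differences are likely overstated. Capn11 and Timp4 were chosen for their change or p in BDNF het-Met mice, which can overstate their differences too. Only Bdnf was chosen by name. Over all genes 424 had an uncorrected p below 0.05, where 878.2 would be found with no difference in any gene, so these 8 may be chance. Differences of response between the genotypes were thus tested and not shown after adjustment, but they are not excluded.

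Reads shared between genes bear on several of them. Alg1 shares 474 bases at 100% identity with the neighbouring gene Eef2kmt, and Bdnf shares 502 bases at 99.8% with Gm45346. How reads in such stretches were counted is not given in the sources used here, so these values are uncertain. Scn10a and Capn11 were weakly expressed, with means of -1.51 and 0.27 log2 CPM in the authors' deposited table. No library has its own value in the tables analysed here, so a single library that sets a difference would not be seen.

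For mt-Atp6, a mitochondrial RNA share that differs between libraries as a unit was tested on the 13 mitochondrial protein genes. Directions were mixed, with 7 of 13 in the commoner direction in WT and 8 of 13 in BDNF het-Met mice, which argues against this explanation. In BDNF het-Met mice mt-Atp6 differed from mt-Co1 by 0.52 with a standard error of 0.14. A nuclear copy, Gm10925 on chromosome 1, shares 678 bases at 100% identity with mt-Atp6. Mean expression of mt-Atp6 was 6.88 log2 CPM, below the median of 11.14 of the mitochondrial protein genes, as may happen when shared reads are dropped. Whether this contributes to the difference between genotypes cannot be told apart from an effect on mt-Atp6 itself, since no reads per library were analysed here.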

How the results depend on the processing

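The alternatives with ordinary standard errors and with centring by expression quintile were chosen after seeing the data, and all others were planned.

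Counts of DEGs moved with the thresholds. Without a fold change minimum there were 672 DEGs in WT (41.1% lower under CORT), 2317 in BDNF het-Met mice (50.3% lower) and 267 shared, 260 of them in the same direction. With a minimum of 1.5 there were 123, 254 and 26, and with a minimum of 1.2 there were 934 in BDNF het-Met mice. With p below 0.01 there were 53, 209 and 22. Without the lowest expression quintile there were 86, 321 and 38, and with a joint F p below 0.05 there were 122 in WT and 295 in BDNF het-Met mice. Without predicted gene models WT had 145. With a DEG in 1 genotype and the same direction at p below 0.1 in the other, 149 were shared. At an adjusted p below 0.1 limma gave 0 in WT and 0 in BDNF het-Met mice, against 672 and 2317 at an uncorrected p below 0.05. Stricter thresholds and fewer genes lower a count by construction. BDNF het-Met mice had more DEGs than WT mice under each uncorrected alternative.

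With ordinary standard errors 158 of the 220 WT DEGs and 409 of the 569 BDNF het-Met DEGs remained, and after centring 195 and 455. Centring reversed the balance of directions in WT, where the share of DEGs lower under CORT went from 53.6% to 41.5%. In BDNF het-Met mice the share went from 77.7% to 63.6%. Without the lowest expression quintile it was 79.4%, so the excess of falls in BDNF het-Met mice is not limited to the most weakly expressed genes. Of 108 values of named genes 13 lost a p below 0.05 with ordinary standard errors and 4 after centring, and 0 reversed.

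No gene passed a corrected p of 0.05 for CORT in either genotype with Benjamini-Hochberg, Storey or Bonferroni over all genes, or without the lowest expression quintile, whereas 672 and 2317 had an uncorrected limma p below 0.05. In BDNF het-Met mice the smallest adjusted p ranged from 0.109 (Storey) to 0.489 (Bonferroni), and in WT mice from 0.997 to 1. The difference between genotypes gave 0 genes at each adjusted threshold and 424 at an uncorrected p below 0.05.

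The correlation between genotypes fell from 0.298 to 0.226 without the DEGs of either genotype, and rose to 0.414 with t statistics, 0.420 with signed log10 p, 0.438 without the lowest expression quintile and 0.585 in the highest quintile. The cause was not tested. In the middle quintile of expression 10 of the 50 genes of highest genotype statistic lay on chromosome 2, 8 of them in the stretch.

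Of 128 list comparisons 110 kept their direction and their side of the limits of the central 95%, 14 fell within the range, 1 left it and 3 reversed. The reversed ones were means close to 0 and within the range: oligodendrocyte (0.0011) and endothelial (-0.047) in WT, and interneuron (-0.022) in BDNF het-Met mice. With t statistics the lists that fell within the range had median t of 0.17 (glucocorticoid, WT), 0.13 (choroid plexus, BDNF het-Met), -0.74 and -0.79 (thalamus, WT and BDNF het-Met), 0.90 (pituitary, BDNF het-Met), -0.27 (oligodendrocyte, WT), 0.51 and 1.37 (dentate granule cell, WT and BDNF het-Met) and -0.66 (pyramidal cell, WT). With means they were thalamus (-0.095) and dentate granule cell (0.078) in WT. Against unmatched random lists they were the WT lists of astrocyte (-0.047), oligodendrocyte (-0.060) and dentate granule cell genes (0.097), while the WT pituitary list (0.39) left the range. The cause was not tested.

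No paired analysis was possible because the labels pair no VEH library with a CORT library. Another normalization, no filter on low counts, a replicate block, leaving out each replicate in turn and other splits of the libraries need values per library and were not run. Whether chance in the grouping of libraries can be excluded is therefore unknown, and depth cannot be judged from the tables analysed here.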

Other observations

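Tests chosen only after the result was seen were those of donor DNA, the detection floor, mapping of variant reads, copies of at least 300 bases, the joint trend, wider spread in BDNF het-Met libraries, precision and unmodelled spread in WT, the omission of a library by genotype, a CORT effect on choroid plexus genes, oligodendrocytes and blood.

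The genes of high genotype statistic on chromosome 2 lay in 1 stretch of 27.6 Mb around Bdnf. The shortest span among 10000 draws of 22 random chromosome 2 genes was 108 Mb. A candidate explanation is DNA of the donor strain linked to the changed Bdnf allele. The rest of chromosome 2 had a median statistic of 0.381, below the 0.428 of the other autosomes, which argues against an effect of the whole chromosome. The 22 genes had a median expression of 2.95 log2 CPM, above the 0.957 that bounds the lowest quintile, which argues against the detection floor. For these 22 genes a true change in RNA and variant reads that map less well to the reference cannot be told apart, since the statistic has no sign and no reads were analysed here.

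Of the 28 genes among the 50 highest that lie elsewhere, 24 had no match of 75 bases in the stretch, and 11 of 100 random sets had as many matches as these genes. Reads shared with the stretch therefore do not account for the group, while reads shared with genes outside the stretch were not tested for it. For 4 of the 28 genes the match in the stretch was at least 300 bases long, and 0 of 100 random sets had as many. Shared reads may therefore contribute for those 4. They include Gm3650, which shares 747 bases at 99.9% identity with Spg11, and Eif3j2, which shares 2379 bases at 99.4% with Eif3j1. These genes were named after their values were seen, and genotype itself stays open for them as an untested explanation.

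Most BDNF het-Met DEGs were lower under CORT (77.7%), an excess that rests on the fold change minimum, since without it 1151 genes were higher and 1166 lower (50.3%). The share stayed above 60% after centring by expression quintile (63.6%) and after taking away a trend on gene length (67.4%) or on GC content (67.9%), which argues against each alone as the whole cause. In quintiles 4 and 5 of expression the median change was not below 0 (0.003 and 0.035). In quintile 4, 29 DEGs were lower and 3 higher, while the excess was weaker in quintile 5, with 17 lower and 10 higher. With all 3 trends taken away together the share was 59.0%, which still holds an excess of falls and lies too close to the limit of 60% to decide. Trends acting together and a CORT effect cannot be told apart for these DEGs.

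More genes passed the DEG rule in BDNF het-Met than in WT mice. With the WT standard error of the same gene BDNF het-Met mice had 428 DEGs, 1.95 times the WT number, so wider WT errors are not the whole cause. A spread that is wider in BDNF het-Met libraries would not by itself raise the share of DEGs with the same direction in WT above the 62.5% of all genes. This share was 81.7%, which argues against wider spread as the whole cause. The WT DEGs, fewer than unchanged genes would give, reached 79.5% in BDNF het-Met mice. The share therefore cannot say how much wider spread adds to the number of DEGs. In WT 3.83% of p-values lay below 0.05, while lower precision alone would leave 5%. The difference between genotypes gave 2.41%. For the genotype statistic, which has no p of its own, 3.54% of genes lay past the 5% point of F. Spread between libraries that the fit does not model and that is balanced over groups could give such low shares. The shares of BDNF het-Met mice (13.2%) and of the joint F (7.43%) lay above 5%, so such spread alone does not account for all contrasts. Correlated genes also make such shares vary by chance, by an amount not tested.

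The residual degrees of freedom of 7 suggest that 1 of the 12 libraries was not in the fit, or that the fit held 1 more term. Among 697 genes with a mean above 8 log2 CPM, the ratio of WT to BDNF het-Met standard errors had a median of 1.118 and a mean of 1.118. Leaving out 1 WT library gives 1.118 and leaving out 1 BDNF het-Met library 0.894, so the latter is argued against. Among 3570 weakly expressed genes the log of the squared ratio changed with the WT log2 fold change by a slope of -0.084 with a standard error of 0.0057. Simulated fits gave 0.105 without 1 WT VEH library. Without 1 WT CORT library they gave -0.080 when the model had a mean per group and -0.035 when it had an intercept, genotype, treatment and their product, so the sign of the slope is more telling than its size. The values are thus consistent with 1 WT CORT library left out, in which case WT CORT holds 2 libraries, though a covariate of particular values could give a similar ratio.

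Choroid plexus genes had negative medians under CORT in WT mice. The second list of 16 such genes had a WT median of -0.84 with 16 of 16 lower, but the smallest WT p of a gene was 0.316 in the first list and 0.270 in the second. For WT mice unequal amounts of choroid plexus tissue between libraries, a CORT effect and no change cannot be told apart, because a second list of the same tissue in the same libraries would fall under each. In BDNF het-Met mice the second list had a median of 0.048 with a median standard error of 1.02, and there too a CORT effect cannot be told apart from no change. Genes of 1 tissue can vary together, so the error of these medians is not known.

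Of the glial genes 8 of 8 microglia, 6 of 7 astrocyte and 6 of 8 oligodendrocyte genes were lower under CORT in BDNF het-Met mice. A lower share of oligodendrocytes alone is argued against by the microglia median of -0.43. Other changes of cell share or of expression within cells were not tested. All 5 blood genes were higher under CORT in both genotypes, by 0.50 to 0.79 in WT and 0.46 to 0.81 in BDNF het-Met mice, and the smallest p was 0.0916 and 0.0858. The largest gap between 2 of them was 0.580 standard errors, but the errors are too wide for these genes to move apart. For these 5 genes more blood left in the CORT tissue, a CORT effect and no change cannot be told apart.

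Tnnt1 and Chn2 were lower under CORT than under VEH in BDNF het-Met mice, while a sentence of the study describes them as higher. The study also describes the yellow module, which holds both, as including genes higher under VEH in BDNF het-Met mice, and that is the direction of its hub genes here. The direction of Spink8 and Krt73, higher under CORT in both genotypes, is that given in its text.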
